# SATB1 preserves CD4^+^ T-cell fidelity and establishes Treg function in antitumor immunity

**DOI:** 10.26508/lsa.202603763

**Published:** 2026-07-14

**Authors:** Wooseok Seo, Chengcheng Zou, Kanako Shimizu, Ruka Setoguchi, Kiyokazu Kakugawa, Terumi Kohwi-Shigematsu, Shohei Hori, Shin-ichiro Fujii, Hiroyoshi Nishikawa, Ichiro Taniuchi

## Abstract

The genome organizer special AT-rich sequence binding protein 1 (SATB1) is critical for the development of T lymphocyte subsets by regulating *Foxp3* and *Pdcd1* expression. However, its physiological role in mature peripheral T cells has remained obscured by the severe developmental defects caused by early-stage gene knockout models. Here, we used a *Thpok-cre* driver to specifically delete *Satb1* after CD4 lineage commitment. We demonstrate that SATB1 is continuously required to suppress *Foxp3* expression in conventional CD4^+^ T cells; however, this aberrant derepression does not confer Treg suppressive activity. In contrast, FoxP3^+^CD25^+^ Tregs isolated from SATB1-deficient mice exhibit functional defects in immune suppressive function. Although SATB1 deletion does not cause severe global defects in the Treg transcriptome, it disrupts essential FoxP3-mediated gene regulation, resulting in a targeted failure to silence transcripts detrimental to Treg fitness. Physiologically, this Treg-specific functional defect significantly enhances antitumor immunity in a melanoma model. Our findings reveal a dual requirement for SATB1, preserving lineage fidelity by repressing *Foxp3* in conventional T cells, while enforcing foundational programming required for Treg suppressive function.

## Abstract (precis)

SATB1 preserves CD4^+^ T-cell lineage fidelity by repressing *Foxp3* in conventional T cells and is essential for establishing FoxP3-mediated gene repression in regulatory T cells. Deleting SATB1 disrupts Treg suppressive function, unleashing potent antitumor immunity.

## Introduction

Special AT-rich sequence binding protein 1 (SATB1) is a crucial genome organizer that regulates T lymphocyte development and function (1, 2, 3). Its expression is highest in the thymus (4), where it plays a critical role in shaping the T-cell transcriptome. Deciphering the precise roles of SATB1 in mature peripheral T cells has been a long-standing challenge. Among its many targets are genes of profound clinical importance in cancer immunotherapy, the most notable of which is *Pdcd1* (5), which encodes the inhibitory receptor PD-1. SATB1 forms a transcriptional network on *Pdcd1* in CD8^+^ cytotoxic T cells to control T-cell activation and exhaustion. Another important target is *Foxp3* (6), which encodes the lineage-defining transcription factor FoxP3 for regulatory T cells (Tregs) by establishing super-enhancer regions (7, 8) and proper methylation (9).

The developmental complexity obscures SATB1’s role in a key immunological conundrum. Germline deletion of SATB1 is lethal on postnatal day 14–16 (10), and previous studies have relied on conditional knockout systems that delete the gene at early stages of T-cell development (e.g., using *Vav-cre* (11), *Lck-cre* (12), or *Cd4-cre* (13, 14, 15, 16, 17)). While these models established SATB1’s importance, they also introduced confounding variables, as the early loss of SATB1 severely disrupts fundamental developmental processes of T cells, including the lineage choice between CD4^+^ helper and CD8^+^ cytotoxic T cells (10, 13). This makes it difficult to determine whether observed phenotypes in mature T cells are a requirement for SATB1 in the periphery or are merely consequences of flawed development. An ideal model would therefore need to bypass the developmental effects to isolate SATB1’s function in mature T cells.

To address this question, using the *Thpok-cre* (18, 19) and *E8I-cre* (20, 21, 22, 23) is useful because target genes are specifically ablated in mature CD4^+^ or CD8^+^ single-positive thymocytes, respectively. Because the *Thpok-cre* driver targets the entire CD4^+^ T-cell compartment, it is better suited to examine SATB1’s role in the Tconv population, over a more lineage-restricted driver such as *Foxp3-cre*. Also, *Thpok-cre* becomes active from the stage of CD4-lineage commitment in thymocytes preceding the expression of *Foxp3*. This is important because Tregs become less dependent on SATB1 as they mature (6), suggesting that the SATB1-dependent Treg program might be established and stabilized before the full expression of FoxP3.

While recent studies have begun using this *Thpok-cre* model (6, 18, 19), the high-resolution functional and transcriptomic consequences within the mature CD4^+^ T-cell compartment have remained incompletely understood. Here, we leverage bulk and single-cell RNA sequencing alongside an in vivo tumor model to address the true functions of SATB1 in mature peripheral CD4^+^ T cells. This model allowed us to unmask the true functions of SATB1 in the mature peripheral CD4^+^ T-cell compartment. We show that the derepression of *Foxp3* by SATB1 deletion in mature CD4^+^ T cells does not confer suppressive function. Paradoxically, we find that *bona fide* FoxP3^+^CD25^+^ Tregs isolated from *Thpok-cre* mice require SATB1 for their function, as its loss renders them non-suppressive. We show that this defect is due to a failure of FoxP3-mediated gene repression and SATB1 is required for optimal FoxP3-mediated gene repression. We further show that this Treg-specific functional defect has significant in vivo consequences, as *Satb1*^*F/F*^; *Thpok-cre* mice exhibit enhanced antitumor immunity because of reduced functionality of Treg. Thus, our study using *Satb1^F/F^:Thpok-cre* mice unmasks a dual role for SATB1 in the mature CD4^+^ T-cell compartment, where it is required both to maintain Tconv lineage fidelity and to enforce the functional programming required for subsequent suppressive function in Tregs.

## Results

### SATB1 is required for the suppressive function of Tregs

Early-stage models such as *Lck-cre* and *Cd4-cre* cause severe developmental defects, whereas late-stage *Thpok-cre* and *Foxp3-cre* models have not been comprehensively examined for transcriptomic and functional changes within the CD4^+^ compartment. Because the *Thpok-cre* driver deletes *Satb1* after CD4 lineage commitment but before FoxP3 expression, we reasoned that this model can specifically interrogate the early pioneering steps of SATB1-mediated genome organization. We first tested whether SATB1 continues to repress its known targets in this post-commitment CD4^+^ compartment that includes conventional CD4^+^ T cells and Tregs. We found that *Satb1* deletion via *Thpok-cre* resulted in significant derepression of *Pdcd1* from splenic CD4^+^ T cells (Fig 1A upper), in addition to the previously observed derepression of *Foxp3* (Fig 1A below). It should be noted that the aberrant expression of *Pdcd1* was observed on nonactivated resting splenic CD4^+^ T cells. This was different from CD8^+^ T cells, in which *Pdcd1* was shown to be derepressed only in activated cells (5). This suggests that *Pdcd1* might be in an “always-on” state without SATB1, which normally acts as an “off switch” that is removed upon TCR engagement.

**Figure 1.**
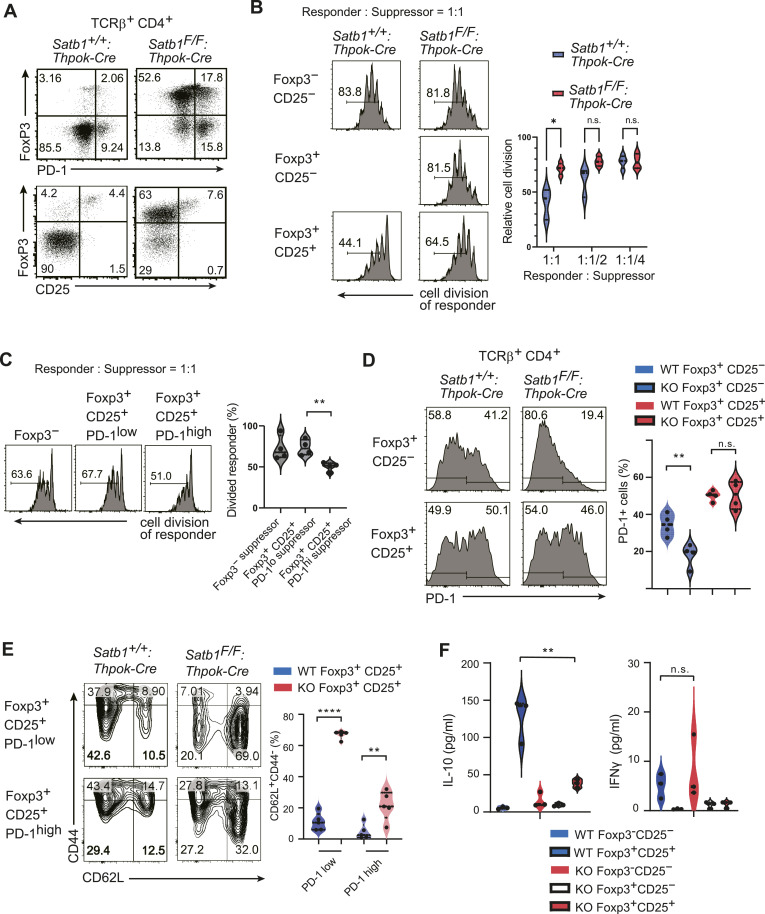
SATB1 is required for the suppressive function of Tregs. **(A)** Flow cytometric analysis of FoxP3 and PD-1 expression in resting nonactivated splenic CD4^+^ T cells from WT and *Satb1* conditional knockout mice. **(B)** Suppressive effects of CD4^+^FoxP3^+^CD25^+^, CD4^+^FoxP3^+^CD25^−^, or CD4^+^FoxP3^−^CD25^−^ population from WT (left) and *Satb1*^*F/F*^:*Thpok-cre* mice (right) on the proliferation of responder CD4^+^ T cells from WT mice were assessed by flow cytometry. The suppressor and responder cell ratios were tested with 1:1, 1:1/2, and 1:1/4. A summary graph of duplicates from two mice is shown on the right. **(C)** Suppressive effects of CD4^+^FoxP3^+^CD25^+^PD-1^high^ and CD4^+^FoxP3^+^CD25^+^PD-1^low^ population from WT mice on the proliferation of responder CD8^+^ T cells from WT mice were assessed by flow cytometry. The suppressor and responder cell ratios were tested with 1:1. A summary graph of the four independent assays shown on the right. **(D)** CD4^+^FoxP3^+^CD25^−^ (upper) and CD4^+^FoxP3^+^CD25^+^(lower) population from WT (left) and *Satb1*^*F/F*^:*Thpok-cre* mice (right) are examined for PD-1 expression. A representative result from three independent experiments is shown. **(E)** CD44 and CD62L expression was examined by flow cytometry from CD4^+^FoxP3^+^CD25^+^ CD25^+^PD-1^low^ population or CD4^+^FoxP3^+^CD25^+^PD-1^high^ of WT and *Satb1*^*F/F*^:*Thpok-cre* mice. A representative result from three independent experiments is shown. **(F)** Cytokines IL-10 and IFNγ were measured through Luminex assays from in vitro cultured cells of indicated genotypes. A summary graph of duplicates from two independent assays is shown on the right. Statistical significance is measured via unpaired two-tailed *t* tests and is presented as follows: n.s. nonsignificant, *P < 0.05, **P < 0.01, ****P < 0.0001.

Because the functionality of SATB1-deficient Tregs was not directly examined before, we isolated these cells from spleens for an in vitro suppression assay. Using a *Foxp3-ires-gfp* reporter strain (24) to purify the cell populations, we found that the FoxP3^+^CD25^−^ cells did not show any suppressive activity against responder cells and behaved similarly to FoxP3^−^CD25^−^ non-Treg cells (Fig 1B). This indicates that the aberrant expression of FoxP3 alone does not confer regulatory function. Interestingly, SATB1-deficient FoxP3^+^CD25^+^ cells also exhibited significantly reduced suppressive activity compared with their SATB1-sufficient counterparts, indicating that bona fide Tregs do not function properly in the absence of SATB1.

The suppressive function of Tregs has been correlated with high PD-1 expression in previous literature (25, 26). Consistently, our in vitro suppression assay also showed that PD-1^high^ Treg cells, not PD-1^low^, had suppressive activity (Fig 1C). Therefore, it was possible that SATB1-deficient Tregs have less suppressive activity because of the changes in PD1 expression levels. Even though the SATB1-deficient FoxP3^+^CD25^−^ population expressed very low levels of PD-1, the SATB1-deficient FoxP3^+^CD25^+^ population exhibited PD-1 expression at a similar level to SATB1-sufficient populations (Fig 1D). This result suggests that PD-1 expression levels were not the cause of the reduced suppressive activity of SATB1-deficient Tregs. Instead, we found that SATB1-deficient FoxP3^+^CD25^+^ Treg cells had reduced CD44 expression compared with WT cells, indicating that they were in a less activated state (Fig 1E). Functionally, SATB1-deficient Tregs produced significantly lower levels of the key regulatory cytokine IL-10, whereas IFNγ production in non-Treg helper T cells was unchanged (Fig 1F). Collectively, our data indicate that in the absence of SATB1, Tregs have inherently reduced functionality in a PD-1–independent manner.

### SATB1 is required for optimal FoxP3-mediated gene repression

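Spleen CD4+ T cells of 2 WT and 2 *Satb1* F/F:*Thpok-cre* (KO) mice carrying a GFP reporter of *Foxp3* were sorted by GFP, read here as FoxP3, and by CD25. CD25 is the product of *Il2ra*. The direction of *Foxp3* or *Il2ra* between populations sorted apart by that marker is therefore set by the sort. The numbers in the library labels were read as mice, with 1 library per mouse and population, which the labels imply but do not state. This gave 10 libraries in 5 groups of 2: FoxP3+CD25+ and FoxP3-CD25- cells of both genotypes, and FoxP3+CD25- cells of KO mice. The authors deposited raw counts, the number of reads assigned to each of 48321 gene symbols after alignment to the mouse genome (mm10), without normalization. Between 6094952 and 12410064 reads per library were counted on genes, with a median of 7721649. WT libraries held 7953332 to 12410064 such reads and KO libraries 6094952 to 9018519. At this depth, 3 counts, taken as the floor, correspond to 0.242 to 0.492 CPM (counts scaled to library size). Floors cover counting error only. Groups were compared with edgeR's quasi-likelihood F-test (two-sided) in 1 model of all 10 libraries, with TMM normalization and Benjamini-Hochberg adjustment, over the 13796 genes that passed edgeR's filter on low counts. Genes with FDR under 0.05 are called differentially expressed. The shared biological coefficient of variation was 0.147, with 5 residual degrees of freedom. Libraries read as the same mouse deviated together (correlation across genes 0.421 to 0.445 among KO populations and 0.303 between WT populations). The model treats them as independent, so these degrees of freedom do not stand for independent mice. P-values between genotypes may therefore be too low. An exact permutation test of 2 libraries against 2 cannot go below p = 0.333, so none was used. Beside the adjustment over all genes, FDR was also computed over a list of 14 genes fixed in advance: *Satb1*, *Foxp3*, *Pdcd1*, *Il2ra*, *Cd83*, *Nrp1*, *Lef1*, *Pde3b*, *Ikzf4*, *Id3*, *Ctla4*, *Il10*, *Ifng* and *Cd44*. Most of them are named by the paper from these same data. *Satb1* (chromosome 17, 51736187 to 51833290) had 428 ± 69.6 CPM (SD, n = 2) in WT FoxP3+CD25+ cells and 566 ± 45.5 in KO FoxP3+CD25+ cells, a log2 fold change of 0.40 (SE 0.15, FDR = 1.00). In FoxP3-CD25- cells its log2 fold change between KO and WT was −0.16 (SE 0.15, FDR = 0.927). Gene counts of *Satb1* were thus not detectably lower in the libraries labelled KO, and they do not resolve exons. The pair of libraries of WT replicate 1 held 14487 and 16362 *Xist* counts and 0 counts of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on chromosome Y. The 8 other libraries held at most 4 *Xist* counts, and 3039 to 4750 counts of those chromosome Y genes.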

To understand the molecular basis of this compromised functionality of SATB1-deficient Tregs isolated from spleens of *Satb1*^*F/F*^:*Thpok-cre* mice, we performed RNA-seq analyses on sorted CD4^+^ T-cell populations. 

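Principal components were computed on centred log2 CPM (prior count 2) of the 500 most variable genes past the filter. Dimension 1 held 60.3% of the variance and dimension 2 held 16.8%. On dimension 2 the KO FoxP3+CD25- libraries had scores of 21.4 and 16.5, above the scores of all other libraries. The gap to the nearest library, of KO FoxP3+CD25+ cells, was 5.82. By comparison, the libraries of a single group lay up to 23.6 apart on dimension 2, a distance seen between the WT FoxP3+CD25+ replicates. The choice of genes moved this gap most: with the 100 most variable genes the KO FoxP3+CD25- libraries were no longer clear of the others, a gap of 0. With all genes past the filter, unit variance, RLE factors, a prior count of 0.5 or edgeR's distance method, these libraries stayed clear. The gap with all genes was 10.5, against up to 32.5 between libraries of a single group. With the sex-linked genes *Xist* and *Tsix* and the chromosome Y genes left out, an alternative chosen after seeing the data, the gap was 10.3 and the largest distance within a group 12.1.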

Principal component analysis revealed that the aberrant SATB1-deficient FoxP3^+^CD25^−^ cells form an independent group (Fig 2A). However, an analysis of the axes indicates that this separation is highly dependent on dimension 1, which serves as the primary transcriptomic axis differentiating the Treg and non-Treg lineages (Fig 2B). 

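Mean scores on dimension 1 were 35.9 ± 6.03 (SD, n = 2 libraries) for WT FoxP3+CD25+ cells and 28.5 ± 2.06 (SD, n = 2) for KO FoxP3+CD25+ cells. They were −24.3 ± 6.20 (SD, n = 2) for WT FoxP3-CD25- cells, −18.6 ± 2.06 (SD, n = 2) for KO FoxP3-CD25- cells and −21.5 ± 1.04 (SD, n = 2) for KO FoxP3+CD25- cells. The mean of KO FoxP3+CD25- cells on this axis lay 2.82 from that of WT FoxP3-CD25- cells, less than the distance of up to 8.77 by which the libraries of a single group differed.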

Along this defining dimension 1 axis, the KO FoxP3^+^CD25^−^ population firmly segregates with the conventional non-Treg populations instead of Treg. Accordingly, a comparison of the top 10 genes driving dimension 1 loading confirms that the aberrant FoxP3^+^CD25^−^ population shares a core transcriptomic resemblance with non-Tregs. 

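Dimension 1 was rescaled so that the mean of WT FoxP3-CD25- cells lies at 0 and that of WT FoxP3+CD25+ cells at 1. KO FoxP3+CD25- cells then lay at 0.0468 ± 0.0173 (SD, n = 2), KO FoxP3-CD25- cells at 0.0945 ± 0.0342 (SD, n = 2) and KO FoxP3+CD25+ cells at 0.878 ± 0.0342 (SD, n = 2). The distance of KO FoxP3+CD25- cells from WT FoxP3-CD25- cells was smaller than the SD of the WT FoxP3-CD25- replicates (0.103). With each of the 10 libraries left out in turn, their position stayed between −0.0407 and 0.151. The alternative that moved it most, the 100 most variable genes, placed it at 0.162.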

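The 10 genes with the largest absolute loadings on dimension 1 were *Lrrc32*, *Il2ra*, *Itgae*, *Gm37881*, *Fsd1l*, *Dnah7a*, *Sdc4*, *Lrrc75b*, *Ryr2* and *Klrg1*. *Lrrc75b* was lower in WT FoxP3+CD25+ cells than in WT FoxP3-CD25- cells, and the others were higher. For 10 of these 10 genes the mean log2 CPM of KO FoxP3+CD25- cells was nearer that of WT FoxP3-CD25- cells than that of WT FoxP3+CD25+ cells. The KO FoxP3+CD25- libraries helped define dimension 1 and lay with the FoxP3-CD25- libraries on it. Genes of large loading were thus likely to show this, so the count is no independent support. On a scale from 0 (WT FoxP3-CD25-) to 1 (WT FoxP3+CD25+), the relative position of KO FoxP3+CD25- cells ran from 0.0111 for *Gm37881* to 0.356 for *Lrrc32*. For *Il2ra*, mean log2 CPM was 1.39 in WT FoxP3-CD25- cells, 4.09 in KO FoxP3+CD25- cells and 9.47 in WT FoxP3+CD25+ cells.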

The independent clustering of these aberrant cells is instead driven primarily by genes under dimension 2, reflecting the isolated strong expression of *Foxp3* (Fig 2C) and a limited subset of genes rather than a global lineage shift.

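*Foxp3* ranked 19 by absolute loading on dimension 2 and 46 on dimension 1 among the 500 genes. The 6 genes with the largest absolute loadings on dimension 2 were sex-linked (*Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d*, *Tsix* and *Uty*). They hold counts that differ between WT replicate 1 and the other libraries, and with the other sex-linked genes they carried 22.4% of the squared loadings. Without them *Foxp3* ranked 10 on dimension 2. Between WT FoxP3+CD25+ and WT FoxP3-CD25- cells, 1504 genes were differentially expressed, 987 higher and 517 lower in WT FoxP3+CD25+ cells, 14 of the 14 listed genes among them. The genes of lowest p-value were *Vipr1* (log2 fold change −3.53), *Lrrc32* (11.23), *Il2ra* (8.06), *Tnfrsf9* (3.74), *Ikzf4* (3.97) and *P2rx7* (2.09), with FDR from 3.7e-07 to 1.02e-06. Replicates of the same number in these groups shared part of their deviations (correlation across 13796 genes, which are not independent replicates, 0.303). A block for the replicate number gave 2052 genes and a block for the mouse 2634, which changed this count by the most genes. Of the 30 genes of lowest p-value, 28 (93.3%) had a mean log2 CPM in KO FoxP3+CD25- cells nearer WT FoxP3-CD25- than WT FoxP3+CD25+ cells. The others were *Foxp3*, at a relative position of 0.812, and *Ccdc22*, at 0.811. *Il2ra* was also among the 30, and the sort by GFP and CD25 largely set the positions of *Foxp3* and *Il2ra*. The annotation places *Ccdc22* on the opposite strand and across 1437 bases of *Foxp3*, so its counts are uncertain. Of the 1504 genes, 1322 (87.9%) lay nearer WT FoxP3-CD25- cells. Of 27 genes read from the heat map of Fig 2C, 25 did.

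**Figure D1:**
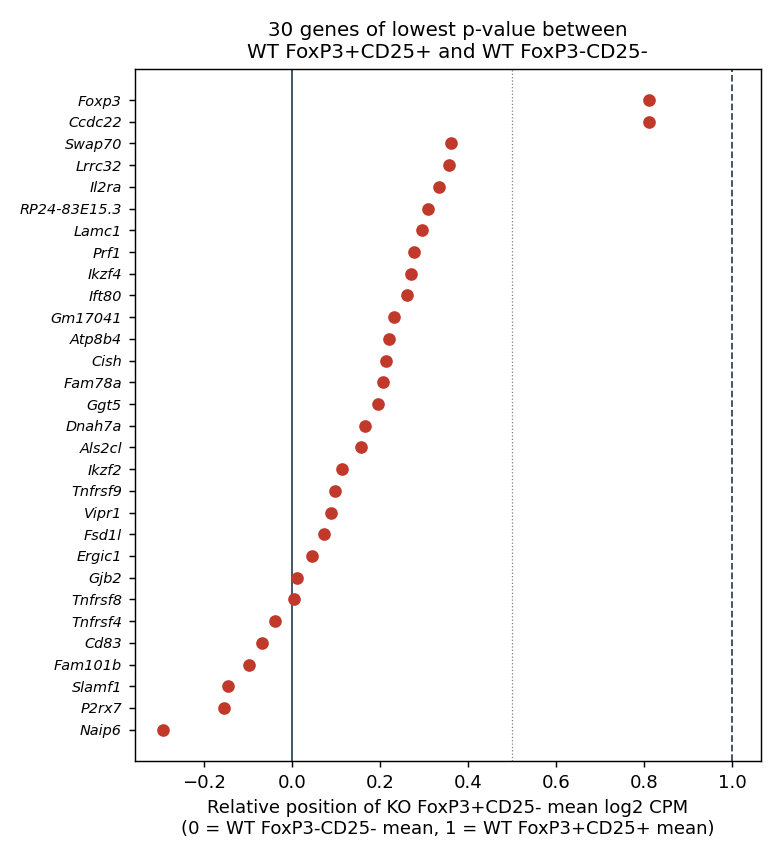
Relative position of KO FoxP3+CD25- cells (mean log2 CPM of 2 libraries; horizontal axis, 0 = WT FoxP3-CD25- mean, 1 = WT FoxP3+CD25+ mean) for the 30 genes of lowest p-value between those WT populations, 1 point per gene. *Foxp3* and *Ccdc22* lie at 0.812 and 0.811, and 28 genes lie left of the dotted midline.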

**Figure 2.**
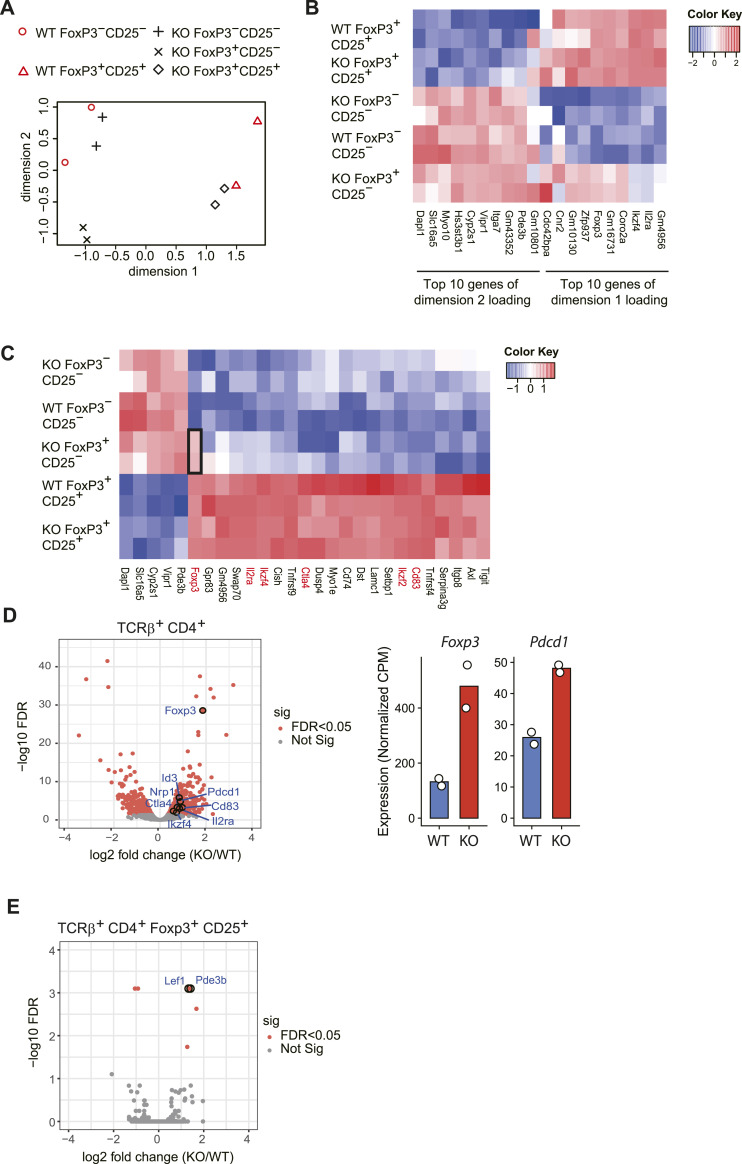
SATB1 functions as an essential co-factor for FoxP3-mediated gene repression. **(A)** Principal component analysis plot of RNA-seq from spleen CD4^+^ T cells from indicated populations of WT and *Satb1*^*F/F*^:*Thpok-cre* mice is shown as a replicate (n = 2). **(B)** Heatmap detailing the expression of the top 10 genes driving dimension 1 loading and the top 10 genes driving dimension two loading. **(C)** The RNA-seq result of FoxP3^+^CD25^−^ population from *Satb1*^*F/F*^:*Thpok-cre* mice were examined against the top 30 differentially expressed genes of the lowest *P*-values between WT FoxP3^+^CD25^+^ versus FoxP3^−^CD25^−^. **(D)** Volcano plot of RNA-seq result of CD4^+^ populations from WT and *Satb1*^*F/F*^:*Thpok-cre* mice as a replicate (n = 2) is shown (left). Selected genes are indicated by text labels. Normalized expression (counts per million) of *Pdcd1* and *Foxp3* of splenic CD4^+^ T cells from WT and *Satb1* cKO mice (right). Bars represent the mean, with dots indicating individual biological replicates (n = 2). **(E)** Volcano plot of RNA-seq result of CD4^+^FoxP3^+^CD25^+^ populations from WT and *Satb1*^*F/F*^:*Thpok-cre* mice as a replicate (n = 2) is shown. Selected genes are indicated by text labels.

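The 100 genes with the largest absolute loadings on dimension 2 were taken from the same components. Of these, 28 were differentially expressed between KO FoxP3+CD25- and WT FoxP3-CD25- cells, 7 higher and 21 lower in KO FoxP3+CD25- cells. Sex-linked genes made up 7 of the 100, and 9 were also among the 100 genes with the largest loadings on dimension 1. The list of direct FoxP3 targets was not used here, so no overlap with it is given.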

To assess whether this signature represented canonical FoxP3 activity, we cross-referenced the top 100 drivers of dimension 2 against established direct FoxP3 targets (27). We observed an overlap of only 11 genes with no statistical significance (*P* = 0.65), indicating that the separation along dimension 2 is not the result of FoxP3 successfully engaging its canonical regulatory program, but rather reflects a dysregulated transcriptional state arising in the absence of SATB1’s genome-organizing capacity. This definitively supports our finding that *Foxp3* derepression alone fails to cross the primary transcriptomic threshold required to induce the full Treg signature program from conventional CD4^+^ T cells.

Further examination of these differentially expressed genes underscored this dichotomy (Fig S1). 

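Between KO FoxP3+CD25- and WT FoxP3-CD25- cells, 106 genes were differentially expressed, 49 higher and 57 lower in KO FoxP3+CD25- cells. Of the 14 listed genes, 5 passed with FDR over all genes and 8 with FDR over the list. *Foxp3* (chromosome X, 7573644 to 7595245) had 339 ± 30.8 CPM (SD, n = 2) in KO FoxP3+CD25- cells and 18.3 ± 0.481 (SD, n = 2) in WT FoxP3-CD25- cells, a log2 fold change of 4.21 (SE 0.25, FDR = 8.31e-05), the lowest p-value of all genes. With each of the 4 libraries left out in turn it stayed between 4.12 and 4.30. These populations were sorted apart by the *Foxp3* reporter, so higher *Foxp3* was set by the sort. Next by p-value came *Ccdc22* (log2 fold change 5.05), whose counts are uncertain because it overlaps *Foxp3*, *Il10ra* (1.79), *Cd44* (−2.45), *Hmbox1* (1.16) and *Coro2a* (1.61), with FDR of 0.000171 to 0.00139. *Il2ra* was higher in KO FoxP3+CD25- cells by a log2 fold change of 2.66 (SE 0.34, FDR = 0.00512), at 16.8 ± 0.0504 CPM (SD, n = 2) against 2.55 ± 1.42 (SD, n = 2). *Ikzf4* was also higher (1.06, SE 0.18, FDR = 0.0299). *Ifng* was lower, with a log2 fold change of −4.68 (SE 0.51, FDR = 0.00296). *Pdcd1* had a log2 fold change of −0.70 (SE 0.19), with FDR of 0.185 over all genes and 0.00778 over the list. It was lower in both KO FoxP3+CD25- libraries than in both WT FoxP3-CD25- libraries. Over all genes it passed under 1 of 11 alternatives, the exact test (FDR = 0.0137). *Nrp1* (−1.20) and *Id3* (0.87) also passed over the list only, with FDR over the list of 0.0189 and 0.00111. *Satb1* had a log2 fold change of 0.36 (SE 0.15, FDR = 0.523). The test moved the number of genes most: edgeR's exact test on the 4 libraries called 397.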

When comparing the aberrant *Satb1* knockout GFP^+^CD25^−^ population directly to WT GFP^−^CD25^−^ non-Tregs, *Foxp3* was massively up-regulated (Fig S1A). Conversely, comparing this aberrant knockout population against true WT GFP^+^CD25^+^ Tregs revealed profound deficits in the expression of classical Treg signature markers (*Il2ra*, *Cd83*, and *Nrp1*), confirming their transcriptomic failure to differentiate into Tregs despite the presence of *Foxp3* (Fig S1B). Moreover, analyzing the strict non-Treg compartment between the knockout and WT (GFP^−^CD25^−^ versus GFP^−^CD25^−^) confirmed that *Satb1* deletion directly drives the up-regulation of *Pdcd1*, while leaving typical Treg markers completely unperturbed (Fig S1C).

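Between KO FoxP3+CD25- and WT FoxP3+CD25+ cells, 1548 genes were differentially expressed, 535 higher and 1013 lower in KO FoxP3+CD25- cells. Of the 14 listed genes, 13 passed, with FDR over all genes and over the list alike. *Il2ra* (chromosome 2, 11642807 to 11693193) had 709 ± 72.4 CPM (SD, n = 2) in WT FoxP3+CD25+ cells, a log2 fold change in KO FoxP3+CD25- cells of −5.4 (SE 0.28, FDR = 3.19e-06). These populations were sorted apart by CD25, the product of *Il2ra*, so this direction was set by the sort. *Cd83* (chromosome 13, 43784775 to 43803132) had 4.80 ± 0.755 CPM (SD, n = 2) in KO FoxP3+CD25- cells and 89.1 ± 10.6 (SD, n = 2) in WT FoxP3+CD25+ cells, a log2 fold change of −4.23 (SE 0.22, FDR = 3.19e-06). *Nrp1* (chromosome 8, 128358604 to 128503363) had 33.4 ± 2.37 CPM (SD, n = 2) and 472 ± 212 (SD, n = 2), a log2 fold change of −3.82 (SE 0.41, FDR = 0.000193). *Ikzf4* (−2.91) and *Ctla4* (−2.76) were also lower, with FDR of 6.7e-06 and 0.00314. *Foxp3* was lower than in WT FoxP3+CD25+ cells by a log2 fold change of −0.97 (SE 0.22, FDR = 0.0145), at 667 ± 69.1 CPM (SD, n = 2) in WT FoxP3+CD25+ cells. *Pdcd1* had a log2 fold change of −1.93 (SE 0.19, FDR = 0.000123). Besides *Il2ra* and *Cd83*, the genes of lowest p-value were *Vipr1* (3.22), *P2rx7* (−2.42), *Tnfrsf9* (−3.38) and *Lrrc32* (−6.34). Deviations of same-numbered replicates of these groups, which come from different mice, had a correlation of 0.114 across genes, and a block for the replicate number gave 2154 genes. The stricter FDR of 0.01 changed the count by the most genes, to 812.

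**Figure D2:**
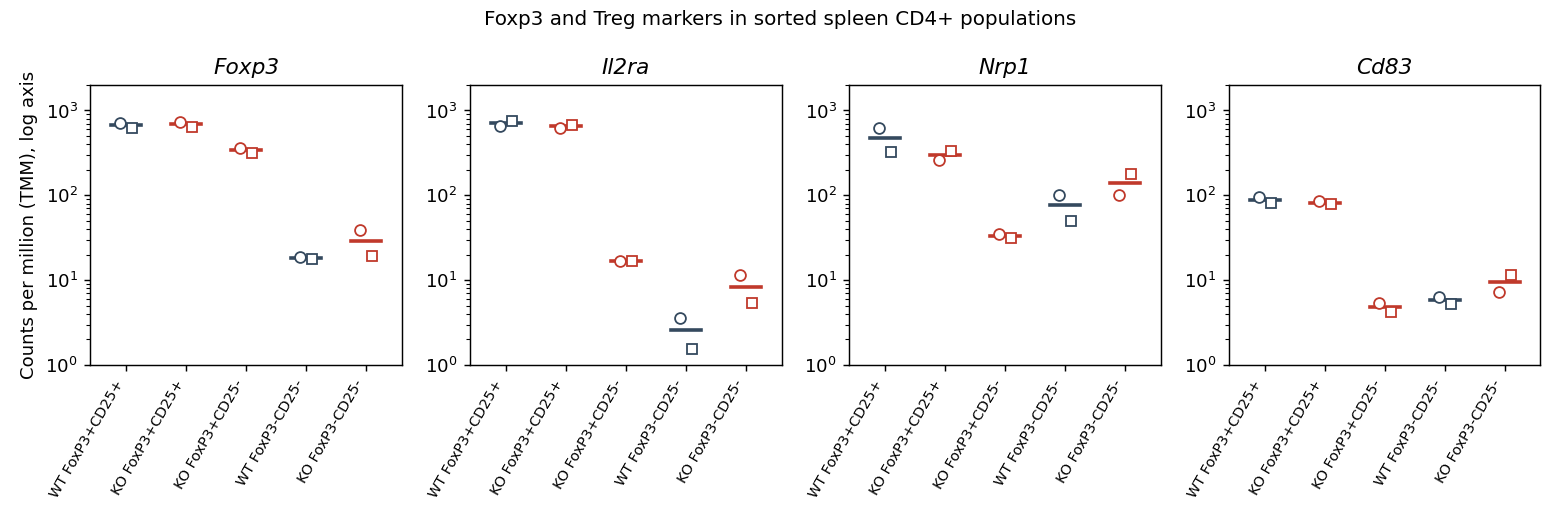
CPM (log axis) of *Foxp3*, *Il2ra*, *Nrp1* and *Cd83* in each library of the 5 sorted populations; circles are replicate 1, squares replicate 2, lines group means, with KO in red and WT in dark blue. KO FoxP3+CD25- cells lie between the WT populations for *Foxp3* and *Il2ra*, with means of 339 and 16.8 CPM. Cells were sorted by the *Foxp3* reporter and by CD25, the product of *Il2ra*.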

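Between KO FoxP3-CD25- and WT FoxP3-CD25- cells, 20 genes were differentially expressed, 16 higher and 4 lower in KO FoxP3-CD25- cells. Those of lowest p-value were *Bmp7* (log2 fold change 1.54), *Il10ra* (1.33), *Tbc1d30* (−1.75), *Prf1* (−1.28), *Smtn* (2.14) and *Mmp14* (3.15), with FDR of 0.00483 to 0.00984. Of the 14 listed genes, 1 passed with FDR over all genes and 5 with FDR over the list. *Pdcd1* (chromosome 1, 94038305 to 94052553) had 67.4 ± 9.01 CPM (SD, n = 2) in KO FoxP3-CD25- cells and 34.3 ± 1.19 (SD, n = 2) in WT FoxP3-CD25- cells, a log2 fold change of 0.98 (SE 0.18) that was positive in each fit that left out 1 of the 4 libraries (0.83 to 1.12). Its FDR was 0.0858 over all genes, short of the threshold, and 0.00161 over the list. *Pdcd1* passed the threshold over all genes under 7 of 11 alternatives, 1 of them chosen after seeing the data, with FDR of 2.93e-06 to 0.0970 across them. *Id3* was the listed gene that passed over all genes (log2 fold change 1.19, SE 0.18, FDR = 0.0326). It parted the WT populations little, at a log2 fold change of 0.79 between WT FoxP3+CD25+ and WT FoxP3-CD25- cells, so it is a weak Treg marker here. *Il2ra* had a log2 fold change of 1.63 (SE 0.37), with FDR of 0.180 over all genes and 0.00566 over the list, from 8.41 ± 4.25 CPM (SD, n = 2) in KO FoxP3-CD25- cells. It passed over all genes under 4 of 11 alternatives (FDR of 0.000535 to 0.192). *Cd83* had a log2 fold change of 0.71 (SE 0.24), with FDR of 0.417 over all genes and 0.0356 over the list. *Nrp1* (0.88, FDR = 0.575), *Foxp3* (0.66, FDR = 0.511), *Ctla4* (0.49, FDR = 0.915) and *Ikzf4* (−0.37, FDR = 0.713) passed over neither. *Nrp1* passed under 1 alternative, chosen after seeing the data, that gives WT replicate 1 its own design term (FDR = 0.0295, within a range of 0.0295 to 0.914). The number of genes moved most under edgeR's exact test, to 354.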

**Figure S1.**
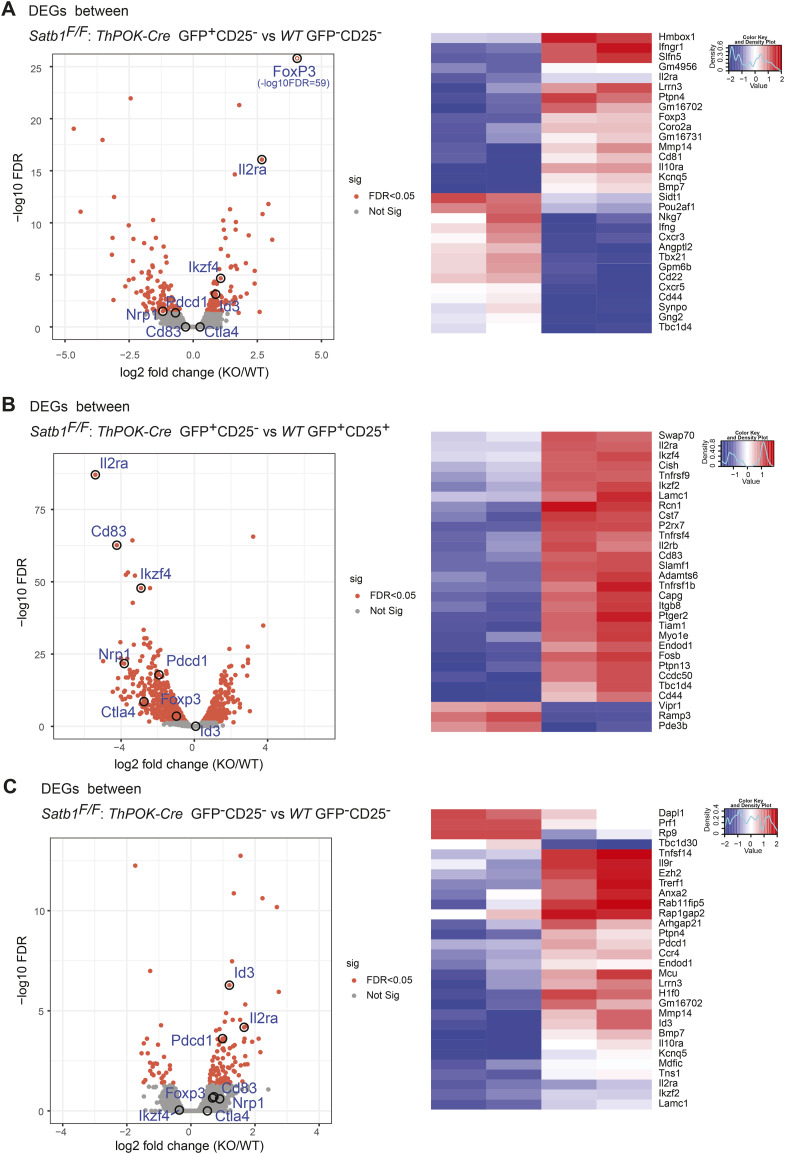
Transcriptomic analysis of differentially expressed genes driven by Satb1 deletion. **(A)** Volcano plot and accompanying heatmap showing DEGs when comparing the aberrant Satb1 knockout GFP^+^CD25^−^ population directly to WT GFP^−^CD25^−^ non-Tregs, highlighting that Foxp3 is massively up-regulated. **(B)** Volcano plot and accompanying heatmap comparing the aberrant knockout population against true WT GFP^+^CD25^+^ Tregs, revealing profound deficits in the expression of classical Treg signature markers (Il2ra, Cd83, and Nrp1). **(C)** Volcano plot and accompanying heatmap analyzing the strict non-Treg compartment between the knockout and WT (GFP^−^CD25^−^ versus GFP^−^CD25^−^), confirming that Satb1 deletion directly drives the up-regulation of Pdcd1 while leaving typical Treg markers completely unperturbed. DEGs, differentially expressed genes.

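Gene names were read from the heat maps of Fig S1 and looked up in the same comparisons. For Fig S1A, 30 of 30 genes were differentially expressed, 16 higher and 14 lower in KO FoxP3+CD25- cells, and 22 were among the 30 genes of lowest p-value. For Fig S1B, 30 of 30 were differentially expressed, 3 higher and 27 lower in KO FoxP3+CD25- cells, and 20 were among the 30 of lowest p-value. For Fig S1C, 16 of 30 were differentially expressed, and 26 of the 30 had a positive log2 fold change and 4 a negative one. Of these, 19 were among the 30 of lowest p-value. Under edgeR's exact test and its likelihood ratio test, 30 of the 30 passed.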

In the gene expression profiles of splenic CD4^+^ T cells, approximately 200 transcripts were differentially regulated by the loss of Satb1 with *Thpok-cre* from peripheral CD4^+^ T cells (Fig 2D). A gene ontology (GO) analysis of these transcripts did not yield significantly enriched programs. We note that this bulk RNA-seq analysis was performed with duplicate samples (n = 2); consequently, the statistical power may be limited, and increased replicates could potentially surface additional differentially expressed genes and pathways. Nevertheless, the current data suggest that Satb1 deficiency induces selective changes in specific target genes rather than global transcriptomic changes in peripheral CD4^+^ T cells. Consistent with previous findings (6, 19), *Foxp3* and *Pdcd1* were highly derepressed in splenic CD4^+^ T cells in the absence of SATB1, whereas other signature genes of Treg cells did not show significant differences, indicating that the transcriptomic differences in this unseparated population largely reflect the compositional shift driven by the emergence of nonfunctional FoxP3^+^ cells. To isolate true cell-intrinsic transcriptional changes from this macroscopic compositional shift, we compared strictly FACS-sorted subpopulations. 

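Between KO FoxP3+CD25+ and WT FoxP3+CD25+ cells, 1 gene was differentially expressed, *Cacna1f*. An unadjusted p-value under 0.05 was seen for 592 genes, no more than by chance over 13796 genes. Of the 14 listed genes, 0 passed with FDR over all genes and 1 with FDR over the list. *Cacna1f* (chromosome X, 7607083 to 7635196) starts 11838 bases past the end of *Foxp3* on the same strand. It had 73 and 92 counts in the KO FoxP3+CD25+ libraries (11.6 ± 0.647 CPM, SD, n = 2) and 0 in both WT FoxP3+CD25+ libraries, where 3 counts correspond to a mean of 0.369 CPM. It was therefore at least 31.4-fold higher (FDR = 0.00539). It also had 45 and 64 counts in KO FoxP3+CD25- cells, 4 and 5 in KO FoxP3-CD25- cells and 0 in both WT FoxP3-CD25- libraries. *Foxp3* itself had a log2 fold change of 0.06 (SE 0.21, FDR = 1.00), and *Pdcd1* one of −0.17 (SE 0.18, FDR = 1.00). The test moved the number most: edgeR's likelihood ratio test called 11 genes, 8 higher and 3 lower in KO FoxP3+CD25+ cells.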

Notably, when we compared SATB1-deficient FoxP3^+^CD25^+^ Tregs to their WT counterparts, only six genes were differentially expressed (Fig 2E). 

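*Pde3b* (chromosome 7, 114415281 to 114539251) had 80.3 ± 21.8 CPM (SD, n = 2) in KO FoxP3+CD25+ cells and 30.3 ± 13.8 (SD, n = 2) in WT FoxP3+CD25+ cells. Its log2 fold change was 1.41 (SE 0.29), with FDR of 0.922 over all genes and 0.00690 over the list, and it ranked 7 by p-value. It passed over all genes under 4 of 11 alternatives (FDR of 0.00723 to 1.00): the likelihood ratio test, the exact test, no filter on low counts, and a block for the replicate number. With each of the 4 libraries left out in turn, its log2 fold change stayed between 1.00 and 1.96. *Lef1* (chromosome 3, 131110471 to 131224356) had 270 ± 48.0 CPM (SD, n = 2) in KO FoxP3+CD25+ cells and 208 ± 25.9 (SD, n = 2) in WT FoxP3+CD25+ cells. Its log2 fold change was 0.38 (SE 0.15), with FDR of 1.00 over all genes and 0.0909 over the list. It ranked 286 by p-value and passed under 0 of 11 alternatives, with 592 genes at an unadjusted p-value under 0.05 in the comparison as reported. *Gm43352* (131109026 to 131112090), annotated as antisense to *Lef1* and singled out after its values were seen, covers all 1208 bases of the first exon of *Lef1*. Its log2 fold change was 1.32 (SE 0.26, FDR = 0.846), and it passed under 3 of 11 alternatives (FDR of 0.000824 to 1.00). The strand setting of the counts is not known, so reads of the shared bases cannot be assigned to either gene and both values are uncertain.

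**Figure D3:**
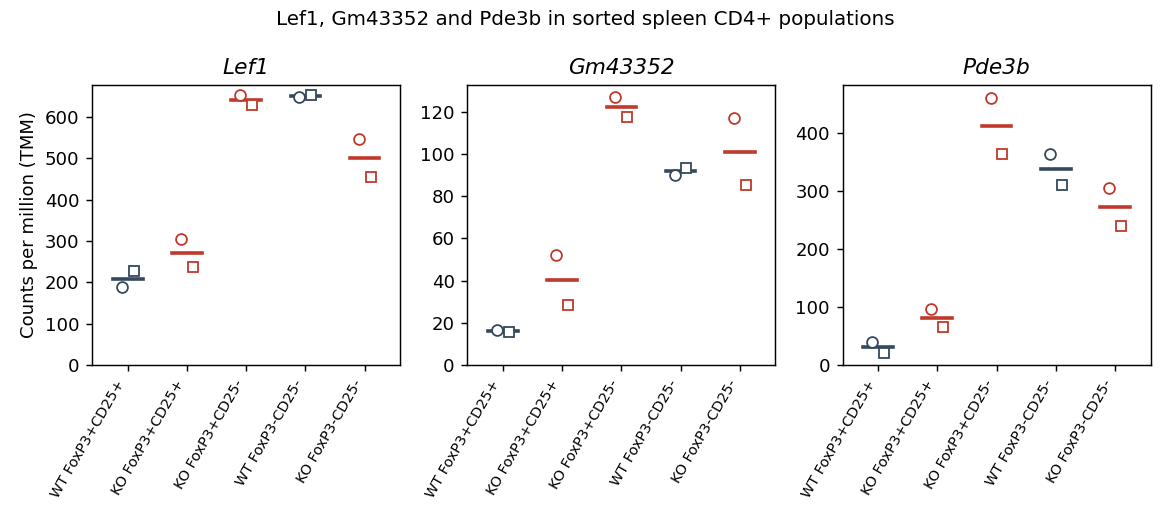
CPM of *Lef1*, *Gm43352* and *Pde3b* in each library of the 5 sorted populations; circles are replicate 1, squares replicate 2, lines group means, with KO in red and WT in dark blue. Means in KO FoxP3+CD25+ cells were 270, 40.3 and 80.3 CPM.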

Among these, *Lef1* and *Pde3b* showed the highest statistical confidence. Both are known to be repressed by FoxP3, and maintaining their low expression is critical for proper Treg function (28, 29, 30, 31, 32). Therefore, our transcriptomic analysis proposes a model in which SATB1-deficient Tregs appear to have functional defects due to the failure to control the transcription of highly targeted genes such as *Lef1* and *Pde3b*.

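In WT mice *Lef1* and *Pde3b* were lower in FoxP3+CD25+ than in FoxP3-CD25- cells, with log2 fold changes of −1.65 (SE 0.15, FDR = 5.7e-05) and −3.48 (SE 0.29, FDR = 4.03e-05). Mean CPM in WT FoxP3-CD25- cells was 652 ± 3.93 (SD, n = 2) for *Lef1* and 337 ± 37.3 (SD, n = 2) for *Pde3b*. The 517 genes lower in WT FoxP3+CD25+ than in WT FoxP3-CD25- cells were taken as Treg-repressed. Their median log2 fold change between KO and WT FoxP3+CD25+ cells was 0.13, and 362 (70.0%) were higher in KO FoxP3+CD25+ cells. The set passed limma's camera test (two-sided) at a threshold of 0.05. Of its genes, 0 were differentially expressed, and 55 were higher and 10 lower at an unadjusted p-value under 0.05. This set was chosen by its low counts in the same WT FoxP3+CD25+ libraries, which biases the median upward. Chosen in KO libraries instead, which biases it downward, 388 genes had a median of 0.0075 and did not pass camera. Ranked by fold change in 1 WT replicate and compared with the other, the medians were 0.00 and −0.011, for sets that shared 194 and 206 genes with the 517. Called by FDR without 1 WT mouse and compared with that mouse, an alternative chosen after seeing the data, they were −0.044 without replicate 2 (660 genes) and 0.079 without replicate 1 (236 genes). Whether the effect of genotype differed between FoxP3+CD25+ and FoxP3-CD25- cells was tested gene by gene, and 0 genes passed. Those at an unadjusted p-value under 0.05 numbered 685, no more than by chance over 13796 genes. That model does not use that, by their labels, the libraries of both populations come from the same mice. A block for the replicate number gave 10 genes, and a block for the mouse, chosen after seeing the data, 148. The paper starts from the genes it finds changed in KO FoxP3+CD25+ cells and from their known repression by FoxP3. It proposes a model in which Tregs without SATB1 seem functionally defective because transcription of genes such as *Lef1* and *Pde3b* is not controlled.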

### Absence of *Satb1* from mature CD4^+^ T cells enhances antitumor immunity

Given the compromised function of Tregs in the absence of SATB1, we investigated the physiological consequences in a tumor model. Fourteen days after subcutaneous inoculation with B16-F10 melanoma cells, *Satb1*^*F/F*^*:Thpok-cre* mice showed an inflammatory phenotype, including increased spleen weights and splenocyte numbers (Fig 3A), and a substantial delay in tumor growth compared with WT mice (Fig 3B). Analysis of tumor-bearing mice showed that peripheral Tregs in the spleen and tumor-draining LN (tdLN) of SATB1-deficient hosts exhibited a more naïve (CD62L^+^CD44^−^) status (Fig 3C), consistent with our observations in tumor-free mice (Fig 2E), whereas Tregs within tumor-infiltrating lymphocytes (TILs) were highly activated in both genotypes (Fig 3C). Most importantly, intratumoral Tregs isolated from SATB1-deficient mice were less suppressive in an ex vivo suppression assay (Fig 3D).

**Figure 3.**
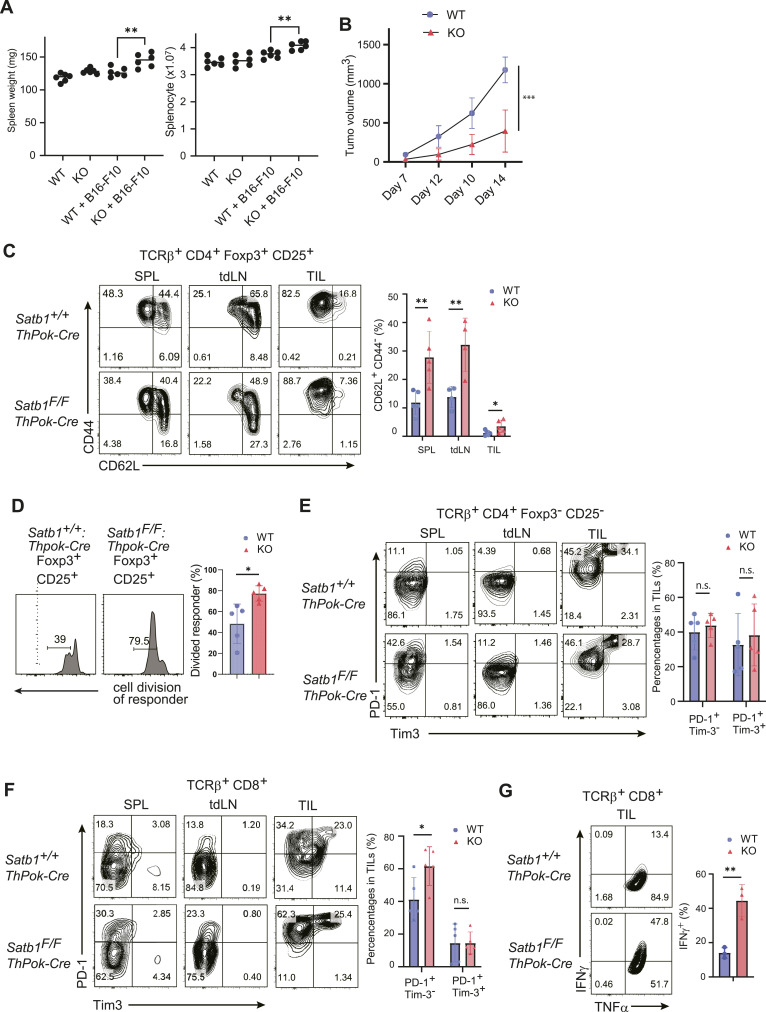
SATB1 regulates Treg functionality under tumor burden. B16-F10 melanoma cells were subcutaneously injected into hind right flanks of *WT* and *Satb1*^*F/F*^:*Thpok-cre* mice. About 2 wk later, mice were euthanized for the analysis. The summary graph shows the weights of spleens and numbers of splenocytes (A) and the tumor sizes (B) with mice with indicated genotypes (n = 7). Error bars indicate mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed *t* tests for Day 14 points. Flow cytometry analysis for CD44/CD62L, PD-1/Tim3, or IFNγ/TNFα (intracellular staining) from the splenic, tumor-draining lymph nodes, or TILs of TCRβ^+^ CD4^+^FoxP3^+^CD25^+^ (C), TCRβ^+^CD4^+^FoxP3^−^CD25^−^ (E), and TCRβ^+^CD8^+^ T cells (F) are shown. **(D)** Intratumoral Treg cells were purified and subjected to suppression assay. The suppressor and responder cell ratios were 1:1. A summary graph of duplicates from two mice is shown on the right. **(G)** IFNγ and TNFα of intratumoral CD8^+^ T cells were intracellularly stained. A summary graph of duplicates from two mice is shown on the right. One representative profile from more than three independent experiments is shown as dot plots. Numbers in the dot plots indicate the percentage of cells in each quadrant. Statistical significance is measured via unpaired two-tailed *t* tests and is presented as follows: n.s. nonsignificant, *P < 0.05, **P < 0.01, ***P < 0.001.

Analysis of non-Treg cells (CD4^+^FoxP3^−^CD25^−^) showed that peripheral CD4^+^ helper T cells lacking SATB1 had higher PD-1 expression (Fig 3E), indicating derepression of *Pdcd1* in the absence of SATB1, similar to the pre-tumor condition (Fig 1A). However, the ratio of PD-1^+^Tim3^+^ (exhausted) and PD-1^+^Tim3^−^ (effector) T cells was unchanged despite the derepression of *Pdcd1*. This suggests that the functionality of CD4^+^ helper T cells within TILs is not significantly affected by the absence of SATB1. The weakened Treg compartment appeared to unleash a more potent cytotoxic response; CD8^+^ T cells from the spleen and TILs of *Satb1*^*F/F*^:*Thpok-cre* mice showed a lower ratio of exhausted (PD-1^+^Tim3^+^) to effector cells and produced more IFNγ (Fig 3F and G). This is likely an indirect effect, because the *Thpok-cre* transgene strictly targets the CD4^+^ lineage. Therefore, the enhanced CD8^+^ T-cell effector function is an indirect consequence of the compromised suppressive capacity of SATB1-deficient Tregs within the tumor microenvironment. The targeted failure of Tregs to produce adequate IL-10 and maintain repression of *Lef1/Pde3b* effectively unleashes a more potent systemic cytotoxic response.

### SATB1 is necessary for proper function of Treg under tumor burden

To dissect the molecular mechanisms underlying the compromised suppressive function of SATB1-deficient Tregs isolated from *Thpok-cre* mice within the complex tumor microenvironment, we performed single-cell RNA sequencing (scRNA-seq) on sorted CD45^+^ TILs from B16-F10 melanoma–bearing *Satb1*^*F/F*^:*Thpok-cre* and WT mice. An integrated analysis of all immune cells from both genotypes, visualized using UMAP, revealed 20 distinct clusters corresponding to major immune lineages (Fig 4A). While the absence of SATB1 did not lead to the complete loss or emergence of any novel cell clusters (Fig S2A), it did induce notable proportional shifts between the genotypes (Fig S2B). However, several lymphoid lineages, including CD8^+^ T, CD4^+^ T, NK, γδ T, and Treg cells, exhibited reduced frequencies in *Satb1*^*F/F*^:*Thpok-cre* mice. This systemic shift suggests that SATB1 deletion within the CD4^+^ T-cell compartment exerts broad yet indirect effects on the overall antitumor immune landscape.

**Figure 4.**
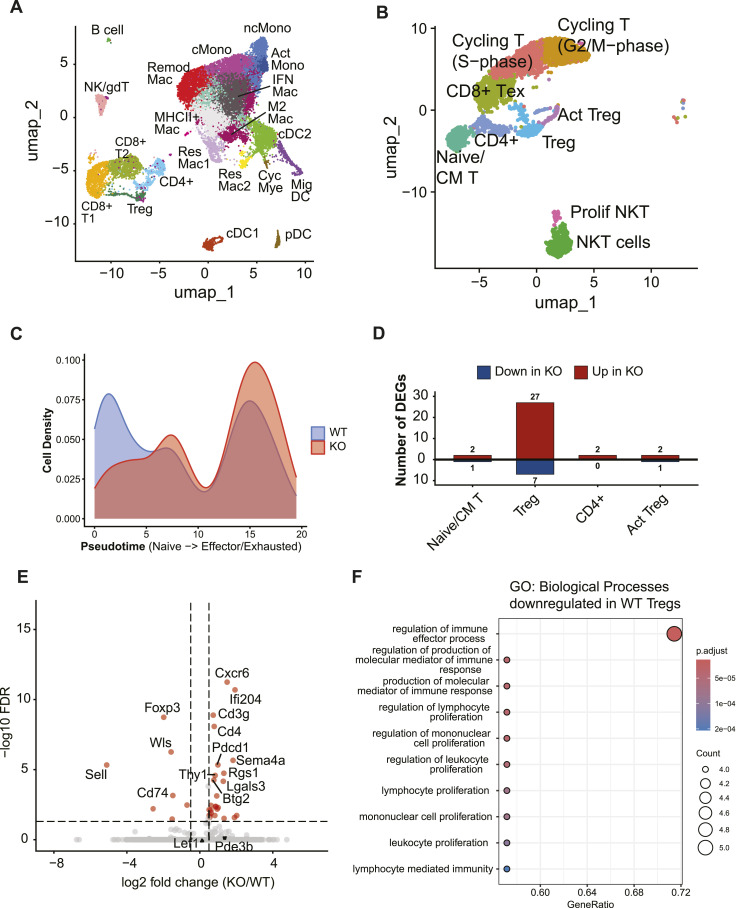
SATB1 is necessary for proper function of Treg under tumor burden. **(A)** UMAP visualization of scRNA-seq data integrating 20 distinct immune cell clusters from CD45^+^ TILs isolated from B16-F10 tumor–bearing WT and *Satb1* cKO mice. **(B)** Isolated re-clustering of T-cell populations, identifying nine distinct T-cell subpopulations. **(C)** Pseudotime trajectory analysis mapping the progression of intratumoral T cells from naïve to effector/exhausted states. **(D)** Bar graph quantifying the total number of up- and down-regulated differentially expressed genes across different T-cell subclusters in the absence of SATB1. **(E)** Volcano plot detailing the transcriptomic alterations specifically within the intratumoral Treg subpopulation, highlighting reduced *Foxp3* and increased *Pdcd1*. **(F)** Gene Ontology biological pathways significantly down-regulated in SATB1-deficient Tregs, emphasizing a reduction in immune effector regulatory processes.

**Figure S2.**
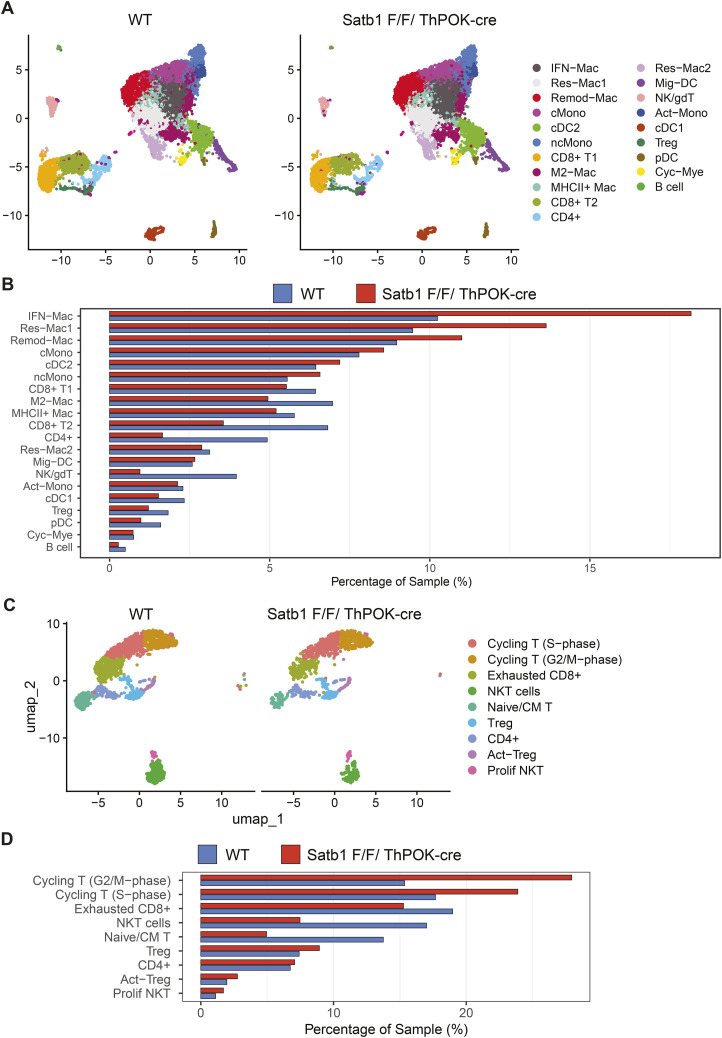
Single-cell RNA-sequencing analysis of tumor-infiltrating immune populations. **(A)** Split UMAP visualizations of all sorted CD45^+^ tumor-infiltrating lymphocytes isolated from WT and *Satb1* ^*F/F*^*:Thpok-cre* mice. **(B)** UMAP projection denoting the 20 identified major immune cell clusters across both genotypes, including various macrophage, monocyte, dendritic cell, and lymphocyte lineages. **(C)** Isolated UMAP re-clustering of T-cell subpopulations, displaying the distribution of distinct T-cell states (e.g., naive/CM T, cycling T, exhausted CD8^+^, Treg, Act-Treg) separated by genotype. **(D)** Bar graphs quantifying the relative sample percentages for the global immune cell clusters and the isolated T-cell subpopulations, highlighting the proportional shifts within the tumor microenvironment after SATB1 deletion.

To gain higher resolution into the T-cell compartment, we isolated and reclustered these cells, identifying nine distinct T-cell subpopulations (Fig 4B). Similar to the global immune landscape, *Thpok-cre*–mediated SATB1 deficiency in T cells did not fundamentally alter the presence of these subclusters (Fig S2C), but it did skew their relative proportions (Fig S2D). Notably, cycling CD8^+^ T cells were increased, whereas exhausted T cells were decreased, a profile consistent with the robust antitumor response and reduced tumor sizes observed in these mice. Furthermore, pseudotime trajectory analysis revealed that intratumoral T cells preferentially progressed from naïve toward effector/exhausted states in the absence of SATB1 (Fig 4C). This trajectory shift further supports the premise that SATB1 expression in CD4^+^ T cells plays a substantial role in modulating global T-cell antitumor immunity. To comprehensively profile this increased cytotoxic response, we examined core cytotoxic mediators (including *Gzmb*, *Gzmk*, and *Prf1*) and canonical genes related to T-cell cytotoxicity (Fig S3), which further underscored an intensely active effector state within the tumor microenvironment of CD8^+^ T cells in the absence of SATB1 in CD4^+^ T cells.

**Figure S3.**
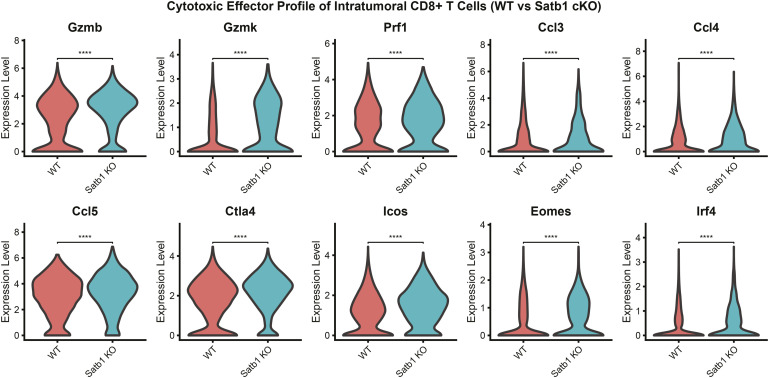
Enhanced cytotoxic and effector programs in intratumoral CD8^+^ T cells after CD4-specific SATB1 deletion. Violin plots depicting the expression levels of canonical cytotoxic molecules (*Gzmb*, *Gzmk*, and *Prf1*), and other canonical markers for T-cell cytotoxicity queried from the scRNA-seq dataset. Data compares intratumoral CD8^+^ T cells isolated from WT and *Satb1F/F*:*Thpok-cre* melanoma–bearing mice. Statistical significance was determined using a Wilcoxon rank-sum test (****P < 0.0001).

Despite these pronounced functional phenotypes, global transcriptomic alterations within most CD4^+^ T-cell subclusters were surprisingly mild. However, distinct and focused changes were observed specifically within the Treg subpopulation (Fig 4D), aligning with our earlier findings that SATB1 plays a more critical role in Tregs than in conventional CD4^+^ T cells (Fig 3E). Within the tumor microenvironment, SATB1-deficient Tregs displayed a reduction in *Foxp3* expression coupled with increased *Pdcd1* expression (Fig 4E). Only 30 genes were significantly altered in the knockout Tregs; consequently, only a single Gene Ontology biological process, pertaining to immune effector regulatory function, was significantly down-regulated (Fig 4F).

These highly targeted transcriptomic shifts indicate that SATB1 in FoxP3^+^CD25^+^ Tregs from *Thpok-cr*e mice is not strictly required for the differentiation or maintenance of distinct intratumoral Treg subsets. Collectively, our single-cell data illustrate that rather than broadly dictating the structural identity or heterogeneity of intratumoral Tregs, SATB1 acts as an indispensable fine-tuner.

## Discussion

Understanding the distinct functions of the genome organizer SATB1 in peripheral T cells has historically been constrained by the severe developmental defects observed in early-stage conditional knockout models. By leveraging the *Thpok-cre* driver to specifically ablate *Satb1* after CD4 lineage commitment, our study unmasks a dual requirement for SATB1 in maintaining peripheral immune homeostasis. We demonstrate that SATB1 is strictly required to repress *Foxp3* and *Pdcd1* in conventional CD4^+^ T cells. However, the aberrant derepression of FoxP3 in these conventional cells is insufficient to drive a complete regulatory transcriptomic program or confer suppressive capabilities. This suggests that merely turning on *Foxp3* in a mature CD4^+^ T cell lacks the necessary foundational chromatin architecture required to execute a suppressive program.

Furthermore, we illustrate the functional significance of SATB1 between CD4 lineage commitment and *Foxp3* expression by using the *Thpok-cre* driver. We found that Tregs generated under this condition exhibit functional impairments. This finding highlights a strict temporal requirement for SATB1-mediated genome organization between CD4 lineage commitment and the onset of FoxP3 expression. During this time window, SATB1-mediated two-tiered chromatin organization linked to cell-type–specific gene expression (33) may mature to fully establish the foundational transcriptional programming required for Tregs. Therefore, we propose that mature Treg suppressive activity may become SATB1-independent only if this foundational programming is allowed to complete.

This reveals a stark dichotomy: in conventional T cells, SATB1 acts primarily as a repressor, whereas in *bona fide* Tregs, it functions as an essential co-factor to maintain suppressive fitness. SATB1-deficient Tregs exhibit reduced IL-10 production and a profound inability to suppress responder T cells, driven by a targeted failure to silence key regulators such as *Lef1* and *Pde3b*. Physiologically, this Treg-specific functional defect significantly enhances antitumor immunity in a melanoma model, unleashing a more potent cytotoxic CD8^+^ T-cell response.

Single-cell transcriptomics confirm that SATB1 acts as a critical fine-tuner of Treg fitness rather than a broad determinant of structural heterogeneity. This role extends to the CD8^+^ T-cell compartment, where SATB1 is similarly required to sustain long-term functional fitness under chronic stress (23, 34). Taken together, a unified paradigm emerges: SATB1 serves as a broadly essential guardian of mature T cells, required to preserve lineage fidelity and functional fitness under chronic immunological stress. Targeting the SATB1-dependent regulatory axis may therefore offer a highly selective avenue for relieving Treg-mediated immunosuppression in cancer immunotherapy.

## Materials and Methods

### Mice

*Satb1*^*Venus*^ (Ichiro Taniuchi lab) (4), *FoxP3*^*GFP*^ (Marie Malissen lab) (24), *Satb1*^*F/F*^ (Terumi Kohwi-Shigematsu lab) (11), *Thpok-cre* (Ichiro Taniuchi lab) (18) mice have been previously described. Mice used in this study were 8–12 wk on average and were mixed sexes unless otherwise specified. Mice were euthanized by suffocation with CO_2_ under anesthesia or cervical dislocation. All mice were maintained in the specific pathogen-free animal facility at the RIKEN IMS and Nagoya University, and all animal procedures were in accordance with institutional guidelines for animal care and with the protocol (28-017) approved by the Institutional Animal Care and Use Committee of RIKEN Yokohama Branch as well as by the Institutional Animal Experimental Committee of Nagoya University.

### Cell cultures

T cells were enriched by magnetic cell isolation (Miltenyi Biotec) from spleens or lymph nodes and sorted by FACS Aria (BD Biosciences). Purified T cells were cultured in custom-ordered Dulbecco’s Modified Eagle Media (D-MEM, KOHJIN BIO) supplemented with 10% fetal bovine serum (Hyclone). For typical experiments involving in vitro culture, 2.0 × 10^5^ T cells were stimulated in 96-well plates through immobilized 2 μg/ml anti-CD3e antibody (553058; BD Biosciences) with 2 μg/ml soluble anti-CD28 antibody (553295; BD Biosciences) for 2 d. Stimulated T cells were further maintained with 40  U/ml rmIL-2 (402-ML; R&D Systems). For exhaustion conditions, cells were maintained on fresh plates immobilized with anti-CD3e antibody and soluble anti-CD28 antibody for three more days with rmIL-2 supplementation. B16-F10 cell line was maintained in D-MEM medium (GIBCO) supplemented with 10% FBS. All cell culture media were supplemented with 100  U/ml penicillin and 100 μg/ml streptomycin.

### Treg suppression assay

CD4^+^CD25^−^ or CD8^+^CD25^−^ responder T cells were purified from Ly5.1 WT mice using FACSAria III and stained with 10 μm Cell proliferation Dye eFluor 450 (eBioscience) or CytoTell Blue (AAT Bioquest). The labeled responder T cells (5 × 10^4^ cells/well) were cultured alone or together with CD4^+^Foxp3^+^CD25^+^, CD4^+^Foxp3^+^CD25^−^, or CD4^+^Foxp3^-^CD25^−^ suppressor cells purified from SATB1-deficient or WT mice (Ly5.2) at different ratios in 96-well round-bottom plates. The cells were stimulated with 0.5 μg/mL anti-CD3ε antibody in the presence of irradiated (20 Gy) T cell-depleted splenocytes (2 × 10^5^ cells/well), which were prepared from Ly5.2 WT mice by MACS magnetic cell separation (Miltenyi Biotec). At 3 d after stimulation, the cell proliferation dye dilution in Ly5.1^+^ cells was analyzed by flow cytometry.

### RNA-seq and bioinformatic analysis

Purified mRNAs were used for library construction with the NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB) according to the manufacturer’s protocol. The library was quantified by KAPA Library Quantification Kit (KAPA Biosystems), and sequenced by HiSeq 2000/2500 platform (Illumina). Sequencing results were aligned to the mouse reference genome (mm10) using HISAT2 (version 2.1.0) with standard parameters. Read counts were obtained by HTSeq (version 0.11.0) and read counts were analyzed by the Bioconductor package EdgeR (version 3.14).

### scRNA-seq and bioinformatic analysis

Tumor tissue was treated with BD Horizon Dri Tissue and Tumor Dissociation Reagent (BD Biosciences), and CD45^+^ cells were sorted (BD Symphony S6). Sorted cells were fixed by Chromium Next GEM Single Cell Fixed RNA Sample Preparation Kit (10x Genomics) and frozen at −80°C until ready. 1,000,000 cells were loaded onto Chromium X and 12,000–14,000 cells per sample were captured for library preparation by Chromium Fixed RNA Kit, Mouse Transcriptome (10x Genomics). Sequence was read by HiSeq 4000 and aligned to the mm10 mouse genome using cellranger, which was further analyzed using the Seurat package. Cells with <1,000 detected genes or a mitochondrial read percentage >5 were discarded. Data were normalized, scaled, merged, and integrated with three samples. Highly variable genes were identified with the *vst* protocol, which were used to construct principal components. Clusters were withdrawn using the top 20 principal components and visualized using dimensional reduction algorithm UMAP.

Pseudotime trajectory inference was performed on the subsetted T-cell populations using the *Slingshot* package in R. Trajectory lineages were constructed using the UMAP dimensional reduction embeddings and the annotated cell type clusters. To map the developmental progression, the trajectory was directionally anchored by explicitly designating the naive/central memory T-cell cluster as the starting root node. The calculated pseudotime values from the primary lineage, representing the dominant progression path from naive toward effector and exhausted states, were extracted and added to the original Seurat metadata.

### Flow cytometry and antibodies

Cells were prepared from the thymocytes, spleen, and lymph nodes by standard procedures. Briefly, a single-cell suspension was prepared by passing through 70-μm cell strainers and lysing red blood cells. Cells were stained with the following antibodies purchased from BD Bioscience, BioLegend, or Thermo Fisher Scientific: B220 (RA3-6B2k), CD4 (RM4-5), CD8β (YTS156.7.7), CD25 (PC61), CD44 (IM7), CD62L (MEL-14), CD69 (H1.2F3), FoxP3 (FJK-16s), IFNγ (XMG1.2), PD-1 (RMP1-30), TCRβ (H57-597), and Tim3 (RMT3-23), which were used at 0.5 μg/ml. Antibodies including B220, CD4, and CD8β were used for lineage gating. For intracellular staining, cell suspensions were fixed and permeabilized at the same time by BD Perm/Fix solutions (BD Biosciences). Multicolor flow cytometry analysis was performed using a FACSCanto II/Symphony A3/S6 (BD Biosciences) and data were analyzed using FlowJo version 10 (Tree Star) software.

### B16 tumor model

For the tumor-burden model, WT (C57BL/6) mice were subcutaneously (s.c.) inoculated with 5 × 10^5^ B16-F10 cells. Tumor growth was monitored by measuring three perpendicular diameters, and tumor volume was calculated according to the formula V = L × W^2^ × 0.52, where V is the volume, L is the length, and W is the width.

### Statistical analysis

The individual dots on the summary graphs indicate independent mice analyzed, unless otherwise specified. Statistical parameters are indicated in the figure legends. All bar and dot graphs show mean values ± SD. Statistical analysis was performed using an unpaired two-tailed *t* test in GraphPad Prism Version 10. The *P*-value of <0.05 was considered statistically significant.

## Supplementary Material

Reviewer comments

## Data Availability

The raw data for RNA-seq have been deposited in the GEO database under the accession code GSE190915 super series.

How the deposited data were processed for this re-analysis (not part of the article)

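RNA-seq was analysed for 10 libraries of spleen CD4+ T cells, sorted by a GFP reporter of *Foxp3* and by CD25 from 2 WT and 2 *Satb1* F/F:*Thpok-cre* (KO) mice. There were 2 libraries in each of 5 groups: WT and KO FoxP3+CD25+, WT and KO FoxP3-CD25-, and KO FoxP3+CD25-. Libraries of a genotype with the same number in their label were read as the same mouse, which the labels imply but do not state. The authors aligned the reads to mm10 with HISAT2 (version 2.1.0) and counted them per gene with HTSeq (version 0.11.0). The deposited values are counts: whole numbers of reads per gene symbol, not normalized or filtered, with HTSeq's tallies of unassigned reads kept apart. The paper's methods name edgeR (version 3.14) for the comparisons. Its text does not name the edgeR test, the design, the filter on low counts or the strand setting of HTSeq.

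Of the 48321 symbols, 28262 had a count in any library. Symbols were matched to GENCODE M21 for positions, and 95.8% named 1 gene, holding 97.7% of the counts. Reads counted on genes were 26.0% to 28.5% of all reads per library. Reads on no gene were 1.32 to 1.53 times those on genes. The 10 genes with the most counts held 3.56% to 4.04% of the counts of a library. A gene without a count in a library is below 3 counts, 0.242 to 0.492 CPM before scaling.

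Comparisons used edgeR (version 4.0.16) in R (version 4.3.3) with limma (version 3.58.1). All 10 libraries entered 1 model with a mean per group, which treats libraries of the same mouse as independent. The steps were filterByExpr with a minimum count of 10 (13796 genes left), TMM normalization, and the bias-adjusted quasi-likelihood fit of edgeR's newer method, set explicitly because it is not the default of that function in this version. Tests were two-sided F-tests with Benjamini-Hochberg adjustment at FDR 0.05 and no fold-change threshold. The comparisons were KO against WT in FoxP3+CD25+ cells and in FoxP3-CD25- cells, KO FoxP3+CD25- against WT FoxP3-CD25- and against WT FoxP3+CD25+, and WT FoxP3+CD25+ against WT FoxP3-CD25-. The difference between the KO effects in FoxP3+CD25+ and in FoxP3-CD25- cells was tested as well. SE is the standard error of the log2 fold change, taken from the fold change and its F statistic. Group means are CPM with TMM factors and their SD over 2 libraries. Principal components used centred log2 CPM with a prior count of 2 for the 500 most variable genes.

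Genes are named by a rule set in advance: *Satb1*, the genes the paper names for these data, genes for proteins in Fig 1 (*Il10*, *Ifng* and *Cd44*), and the 6 genes of lowest p-value in each comparison whose libraries separate the groups. Where a comparison gives 10 genes or fewer, all are named. *Gm43352* and the sex-linked genes were singled out after their values were seen.

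Alternatives set in advance were no filter or CPM above 1 in at least 2 libraries, RLE factors or library size alone, DESeq2 (version 1.42.0), edgeR's likelihood ratio and exact tests, and its legacy quasi-likelihood method. Others were fits of the compared libraries alone, a block for the replicate number or the mouse, sex-linked genes left out, FDR 0.01, and each library left out in turn. For the components they were 100 or all genes, unit variance, a prior count of 0.5, RLE factors and edgeR's distance method. For sets of genes they were other ways to choose or test the set. A design term for WT replicate 1, a block for the mouse in the difference of KO effects, components without sex-linked genes, and Treg-repressed genes called without 1 WT mouse and compared with that mouse were added after seeing the data.

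The steps were tested on simulated data of 10 libraries in which 200 genes changed between KO and WT FoxP3+CD25+ cells by 2-fold or 4-fold. The changed genes were drawn from those above a minimum expected count, and the libraries were drawn independently, without an effect of the mouse. The quasi-likelihood test called 177 genes, 169 of them changed (84.5%; 70% of the 2-fold and 99% of the 4-fold changes) and 8 not. The likelihood ratio test called 201 with 22 not changed, DESeq2 188 with 15, and the exact test 209 with 31. In a comparison where nothing changed, the quasi-likelihood test called 1 gene and the likelihood ratio test 6.

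Unseparated CD4+ T cells (Fig 2D), gene ontology, direct FoxP3 targets, and the single-cell and flow cytometry data were not analysed here. Further computations used Python (version 3.11.15) with numpy (version 2.4.6), pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9).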

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

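The tests in this part were chosen after the result they weigh was seen, apart from leaving out sex-linked genes, an alternative set in advance.

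*Cacna1f* had counts in each of the 6 libraries labelled KO and in 0 of the 4 WT libraries, a signal in a gene the paper does not discuss. In KO FoxP3+CD25+ cells it was at least 31.4-fold higher than in WT FoxP3+CD25+ cells. A rise over the whole neighbourhood of *Cacna1f* was weighed by the 6 nearest other genes past the filter, *Foxp3* and *Ccdc22* among them. Their log2 fold changes between KO and WT FoxP3+CD25+ cells ran from −2.03 for *Gm14703* and −1.06 for *Syp* to 0.13 for *Gm36995*. None rose with *Cacna1f* in these cells. Between KO and WT FoxP3-CD25- cells, *Ccdc22* (1.03, FDR = 0.746) and *Foxp3* (0.66, FDR = 0.511) were higher, short of the threshold. The other neighbours were lower there, from −2.30 to −0.10. Transcription running on from *Foxp3* in the KO mice is a candidate explanation. The count of *Cacna1f* was 1.51% to 3.38% of that of *Foxp3* across the KO libraries, a ratio of highest to lowest of 2.24, while *Foxp3* counts ranged from 148 to 4934. An effect of genotype on *Cacna1f* in cells that express *Foxp3* would give the same values, so the pattern cannot be told apart from run-on transcription or from a difference between the *Foxp3* alleles of the WT and KO mice. Reads shared with other copies of *Cacna1f* were not tested.

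*Xist* had at least 14487 counts in the libraries of WT replicate 1 and at most 4 in the 8 others, a signal in genes the paper does not discuss. A female mouse may explain it: the libraries of WT replicate 1 held 0 counts of 4 chromosome Y genes, against at least 3039 in each of the others. The paper's methods state that mice of both sexes were used. Calls between genotypes resting on sex-linked genes were also tested: with these genes left out, 106 of the 106 genes called between KO FoxP3+CD25- and WT FoxP3-CD25- cells were called again, as were 20 of 20 between KO and WT FoxP3-CD25- cells and 1545 of 1548 between KO FoxP3+CD25- and WT FoxP3+CD25+ cells. With a design term for WT replicate 1, 61 of the 106, 20 of the 20 and 1086 of the 1548 were called again. Why calls were lost was not tested. Sex and replicate cannot be told apart in WT mice, since each WT replicate is 1 mouse, and no biological effect of sex on other genes was tested.

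The effect of genotype differed between FoxP3+CD25+ and FoxP3-CD25- cells for 10 of the 14 listed genes, by a test of the difference itself (edgeR quasi-likelihood F-test, FDR over the list). Over all 13796 genes 0 passed in a model that does not pair libraries of the same mouse. Those at an unadjusted p-value under 0.05 numbered 685, no more than by chance. With a block for the replicate number 10 genes passed. With a block for the mouse, chosen after seeing the data, 148 passed, 24 with a positive and 124 with a negative difference. The log2 difference between the KO effects, FoxP3+CD25+ minus FoxP3-CD25-, was positive for *Satb1* (0.56), *Lef1* (0.76) and *Pde3b* (1.72). It was negative for *Pdcd1* (−1.15), *Il2ra* (−1.75), *Cd83* (−0.83), *Nrp1* (−1.55), *Id3* (−0.82), *Ifng* (−1.21) and *Cd44* (−1.28). For *Cd44*, for example, the log2 fold change was −0.56 in FoxP3+CD25+ cells and 0.72 in FoxP3-CD25- cells. With each of the 8 libraries of these groups left out in turn, no sign changed, and the 10 genes passed over the list under each of 10 alternatives, 2 of them chosen after seeing the data.

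A single scaling error would move all genes one way, and of the 10 differences 7 were negative and 3 positive. A single mouse as the source was weighed by pairing each WT with each KO mouse. The 10 genes had the same sign in all 4 pairs, but they were chosen for passing, so a single mouse cannot be excluded by this. By their labels, the libraries of both populations come from the same mice. With a block for the replicate number or for the mouse, 12 listed genes passed, *Foxp3* and *Ctla4* in addition, and without a filter 11, *Foxp3* in addition. With a design term for WT replicate 1, the female mouse, the same 10 passed. That mouse gave a library to both populations, so a shift common to them cancels in the difference. The term therefore cannot decide whether the female mouse is the source, and this stays open. Any genes that part WT Tregs from non-Tregs were drawn in 10000 random lists of 14 genes matched on expression: 0 lists had as many passing, and the highest number was 9. Most listed genes were named by the paper from these same data, so neither this nor passing over the list, nor the signs with a library left out, shows stability, and a choice of genes by their change cannot be told apart from a wider difference. A fit of the difference on GC content and gene length over 13352 genes gave at most 0.15 in size on the log2 scale for the 10 genes, below the smallest observed (0.56).

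FoxP3+CD25+ cells in the KO FoxP3-CD25- libraries were weighed by the extra *Foxp3* there, which would correspond to 1.61% of such cells. This share depends on single libraries. *Foxp3* had 29.2 ± 13.7 CPM (SD, n = 2) there, and its log2 fold change was 0.10 to 1.09 with 1 library left out. At a share of 1.61%, such cells would give *Pdcd1* a log2 fold change of 0.025 in FoxP3-CD25- cells, against 0.98 observed. They would give *Il2ra* 2.35, more than the 1.63 observed, so for *Il2ra* the difference may come from such cells. For each of the other passing genes they would give less in size than observed, at most 0.28 for *Cd83*, against 0.71. At this share, that argues against such cells as the sole source for these other genes. A different share of memory and effector cells in the sorted populations remains. Of 19 memory and effector markers, 14 were higher in KO than in WT FoxP3-CD25- cells, and 16 were lower in KO than in WT FoxP3+CD25+ cells. *Cd44* and *Ifng* belong to both lists, so this could not come out independently of the pattern. The difference between the populations cannot be told apart from that explanation or from the others left open above. B-cell markers summed to 1.96 to 7.02 CPM and myeloid markers to 17.7 to 26.8 CPM, in libraries of every group.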

How the results depend on the processing

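The main choices and most alternatives were set before the data were examined. Those added after seeing the data were the design term for WT replicate 1, the mouse block for the difference of KO effects, components without sex-linked genes, and Treg-repressed genes called without 1 WT mouse. For the changes in counts, positions and fold changes of single genes below, the cause was not tested.

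The number of genes called depended on the test. For KO against WT FoxP3+CD25+ cells it was 1, and 11 with the likelihood ratio test, 7 with the exact test, 5 with DESeq2, 5 without a filter, 4 with a block for the replicate number, 4 with the design term for WT replicate 1, and 0 with the compared libraries alone, where 309 genes had an unadjusted p-value under 0.05. *Cacna1f* was called under 10 of 11 alternatives and missed the threshold in that last fit (FDR = 0.101, within a range of 5.5e-30 to 0.101). For KO FoxP3+CD25- against WT FoxP3-CD25- cells the count was 106, and 397 with the exact test, 306 with the likelihood ratio test, 238 without a filter, 217 with DESeq2, 217 with the replicate block and 27 at FDR 0.01. For KO against WT FoxP3-CD25- cells it was 20, and 354 with the exact test, 143 with the likelihood ratio test, 140 with the design term, 111 with DESeq2, 108 with the replicate block, 91 without a filter, 66 with the compared libraries alone, 31 with library size alone and 6 at FDR 0.01.

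For KO FoxP3+CD25- against WT FoxP3+CD25+ cells it was 1548, and 926 with the compared libraries alone and 812 at FDR 0.01. For WT FoxP3+CD25+ against WT FoxP3-CD25- cells it was 1504, and 2634 with a block for the mouse and 854 at FDR 0.01. For the difference of the KO effects it was 0 (685 genes at an unadjusted p-value under 0.05), and 7 without a filter, 10 with the replicate block, 19 with the design term, 25 with DESeq2, 32 with the likelihood ratio test and 148 with a block for the mouse. All other alternatives, RLE factors and the legacy method among them, stayed within 1.5 times these counts. The block for the replicate number pairs different mice across genotypes. Deviations of same-numbered replicates had correlations of 0.0785 for FoxP3+CD25+ cells, 0.0415 for FoxP3-CD25- cells and 0.0653 for KO FoxP3+CD25- and WT FoxP3-CD25- cells, against 0.421 to 0.445 among the KO populations, which share mice.

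The position of KO FoxP3+CD25- cells on dimension 1 was 0.0468 and moved by more than the replicate SD (0.0682) with the 100 most variable genes, to 0.162. It ranged from −0.0407 to 0.151 across the 10 fits that each left out 1 library. Signature genes nearer WT FoxP3-CD25- cells were 90.0% to 93.3% among lists of 30 or 100 genes, and 87.9% of all 1504. The median of the Treg-repressed genes (0.13) fell to 0.0075 with the set chosen in KO libraries, a choice that biases it downward. It was 0.00 and −0.011 with sets ranked by fold change in 1 WT replicate and compared with the other, and −0.044 and 0.079 with sets called by FDR without 1 WT mouse and compared with that mouse. Scaling kept it between 0.14 and 0.15.

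Of 72 named genes and comparisons, 60 kept their direction and their side of the threshold under all alternatives that kept 2 libraries per group. In 792 pairs of a gene and an alternative, 31 became stronger, 1 weaker and 2 reversed: with the design term for WT replicate 1, *Il10* went to 0.23 and *Pdcd1* to 0.023 between KO and WT FoxP3+CD25+ cells. With 1 library left out, 4 of the 72 changed sign in some fit: *Foxp3*, *Il10* and *Pdcd1* between KO and WT FoxP3+CD25+ cells, and *Ctla4* between KO FoxP3+CD25- and WT FoxP3-CD25- cells. The exact test and the fits of compared libraries alone were not run for the difference of KO effects, which spans 4 groups. At 2 libraries per group, simulated data with 200 changed genes above a minimum count showed 70% of 2-fold and 99% of 4-fold changes called. The simulation held no effect of the mouse, and adjustment over all genes is stricter where fewer genes change. These shares may therefore not hold for KO against WT FoxP3+CD25+ cells, where *Pde3b*, at a log2 fold change of 1.41, was not called (FDR = 0.922). Smaller changes can go uncalled as well.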

Differences from the paper's values

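The paper reports 6 genes differentially expressed between KO and WT FoxP3+CD25+ cells in its text, and here there was 1. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's number with DESeq2 (5), without a filter (5), with the exact test (7) and with a block for the replicate number (4). It did not with FDR 0.01 (1), CPM above 1 (1), RLE factors (1), library size (1), the legacy method (1), sex-linked genes left out (1), the likelihood ratio test (11) or the compared libraries alone (0, with 309 genes at an unadjusted p-value under 0.05). The design term for WT replicate 1, chosen after seeing the values, gave 4.

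For *Lef1* between KO and WT FoxP3+CD25+ cells, the paper's log2 fold change is about 1.3 in Fig 2E, read by eye, and here it was 0.38. None of the alternatives set before the data were examined closed the gap (0.37 to 0.40 with every library, 0.18 to 0.55 with 1 library left out). For *Foxp3* between KO FoxP3+CD25- and WT FoxP3-CD25- cells the paper's value is about 4.1 in Fig S1A, read by eye, and here it was 4.21. Among those alternatives it came within 0.1, the precision of the reading, without a filter (4.20) and without WT FoxP3-CD25- replicate 2 or KO FoxP3+CD25- replicate 1, and did not under the others. Other values read by eye in Fig 2E and Fig S1 did not differ: about 1.4 for *Pde3b* in Fig 2E, about 2.7 for *Il2ra* in Fig S1A, about −5.4 for *Il2ra*, about −4.3 for *Cd83*, about −3.8 for *Nrp1* and about −1.9 for *Pdcd1* in Fig S1B, and about 1.0 for *Pdcd1*, about 1.7 for *Il2ra* and about 1.2 for *Id3* in Fig S1C.

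The paper states that *Lef1* and *Pde3b* had the highest confidence among genes changed in KO FoxP3+CD25+ cells. Here *Pde3b* ranked 7 and *Lef1* 286 by p-value, and neither passed. *Pde3b* passed with the likelihood ratio test (FDR = 0.00723), without a filter (0.0191), with the replicate block (0.0155) and with the exact test (0.0369), within a range of 0.00723 to 1.00 over 11 alternatives. *Lef1* passed under 0 of 11, with FDR from 0.704 to 1.00. The gene *Gm43352*, which overlaps *Lef1*, passed with DESeq2, with the likelihood ratio test and without a filter (FDR of 0.000824 to 1.00 over 11 alternatives). *Cacna1f*, the gene called here, is not discussed in the paper's text.

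The paper states that *Pdcd1* is up-regulated in KO FoxP3-CD25- cells and that Treg markers are not changed there. Here *Pdcd1* had an FDR of 0.0858. It passed without a filter, with DESeq2, the likelihood ratio test, the exact test, the compared libraries alone and the replicate block, and with the design term for WT replicate 1, chosen after seeing the values (FDR of 2.93e-06 to 0.0970 over 11 alternatives). *Il2ra* rose by a log2 fold change of 1.63 with an FDR of 0.180, and passed without a filter, with DESeq2, the likelihood ratio test and the exact test (0.000535 to 0.192). *Id3* passed in all of these fits, but it parted WT FoxP3+CD25+ from WT FoxP3-CD25- cells by a log2 fold change of only 0.79. The heat map of Fig S1C holds 30 genes, of which 16 passed here and 30 passed with the exact test and with the likelihood ratio test.

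The paper's heat map in Fig 2B gives 10 genes for each dimension. Of those for dimension 1, 4 were among the 500 genes used here, with ranks of 2 (*Il2ra*), 45 (*Ikzf4*), 46 (*Foxp3*) and 49 (*Gm4956*) by absolute loading on dimension 1. Of those for dimension 2, 9 were, with ranks of 219 to 498 by absolute loading on dimension 2 and of 86 to 445 on dimension 1, each nearer the top on dimension 1. The paper relates dimension 2 to strong expression of *Foxp3* and a small set of other genes. Here *Foxp3* ranked 19 on dimension 2, and the 6 genes at the top were sex-linked. Of 27 genes read from Fig 2C, 27 were called here and 11 were among the 30 of lowest p-value.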

Other observations

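The choice of Treg-repressed genes by WT libraries was tested once as set in advance, and all other tests in this part were chosen after the result was seen.

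Treg-repressed genes were higher in KO than in WT FoxP3+CD25+ cells (median log2 fold change 0.13). Choice of the genes by the WT libraries they are then compared with may explain this. With a set ranked by fold change in WT replicate 2 and compared with WT replicate 1, the median was −0.011, and the other way it was 0.00. These sets shared 206 and 194 of the 517 genes, so they are largely other genes. With a set called by FDR without WT replicate 1 and compared with it, the median was 0.079 (136 of 236 genes higher, 212 of them in the 517). Without WT replicate 2 it was −0.044 (274 of 660 higher). The shift thus cannot be told apart from the choice of genes. No biological explanation was tested.

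*Satb1* counts were not detectably lower in the libraries labelled KO. In FoxP3-CD25- cells the KO mean was below the WT mean, short of the threshold (FDR = 0.927). *Satb1* CPM was 379 and 478 in WT FoxP3+CD25+ cells, 598 and 534 in KO FoxP3+CD25+ cells, 818 and 881 in WT FoxP3-CD25- cells, 841 and 682 in KO FoxP3-CD25- cells, and 1186 and 993 in KO FoxP3+CD25- cells. Single libraries swapped between genotypes were weighed by *Cacna1f*: 6 KO libraries and 0 of the 4 WT libraries had more than 3 such counts. *Cacna1f* was singled out because it separates the labels, so a swap cannot be excluded by it. Reads on exons that the deletion leaves may keep the count of the gene up. The log2 fold change of the whole gene was −0.16 in FoxP3-CD25- cells, and counts per exon were not used here, so this could not be tested further.

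Memory and effector transcripts were low in KO FoxP3+CD25- cells. All 19 markers, a list partly chosen after seeing the pattern, were lower than in WT FoxP3-CD25- cells (median log2 difference −2.45, with 9 differentially expressed). Few memory and effector cells in the sorted population is a candidate explanation: against KO FoxP3-CD25- cells the median log2 difference was −2.55, also with all 19 lower. A set of 10 naive T-cell markers had a median of −0.07 against WT FoxP3-CD25- cells (4 of 10 higher) and of 0.25 against KO FoxP3-CD25- cells (8 of 10 higher). The test used the genes that showed the pattern, so a change within cells cannot be told apart from a change in the share of cells.

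*Gm43352* moved more than *Lef1* between KO and WT FoxP3+CD25+ cells (log2 fold changes 1.32 and 0.38). Reads without strand counted by strand may explain counts on *Gm43352*. Among 78 genes that lie inside exons of an expressed gene on the opposite strand, the median density of counts was 1.04 relative to that gene, and 68 were above 0.1. The level of *Lef1* transcripts alone would keep the share between the genes unchanged. *Gm43352* was 7.82% ± 1.25 (SD, n = 2) of the *Lef1* count in WT FoxP3+CD25+ cells and 14.6% ± 3.63 (SD, n = 2) in KO FoxP3+CD25+ cells, without overlap between the libraries. With 2 libraries per group, non-overlap in this direction is seen by chance in 1 of 6 arrangements. The share was also higher without overlap in KO than in WT FoxP3-CD25- cells, at 20.1% ± 1.93 (SD, n = 2) against 14.1% ± 0.272 (SD, n = 2), in libraries of the same mice. The share of *Gm43352* was higher in WT FoxP3-CD25- than in WT FoxP3+CD25+ cells as well, so it also differs between populations. A shift in the use of the first exon of *Lef1* and antisense transcription were not told apart.

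The genes moved the same way by genotype in Tregs and non-Tregs, with an unadjusted p-value under 0.01 in both, numbered 16. DNA of another strain around *Satb1* would place them near it. Within 10 megabases of *Satb1* lay 1 of the 16 (Fisher's exact test, p = 0.151, Benjamini-Hochberg p = 0.227 over 3 loci), near *Foxp3* 1 (exact p = 0.0651, Benjamini-Hochberg p = 0.195) and near *Zbtb7b*, the gene of the Cre driver, 0 (exact p = 1). With 16 genes, linked DNA of another strain could not be ruled out.

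For genes whose proteins Fig 1 measures, the log2 fold change between KO and WT FoxP3+CD25+ cells was −0.59 (SE 0.49, FDR = 1.00) for *Il10* and −0.56 (SE 0.19, FDR = 1.00) for *Cd44*. For *Ifng* it was 0.64 (SE 0.29, FDR = 0.625) between KO and WT FoxP3-CD25- cells. The paper measured IL-10 and IFNγ protein from cells cultured in vitro, while these values are RNA of cells sorted from spleen. *Il10* varied between libraries, at 15.5 ± 11.0 CPM (SD, n = 2) in WT FoxP3+CD25+ cells. With 1 library left out, its log2 fold change between KO and WT FoxP3+CD25+ cells ran from −1.17 to 0.41.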
